# RNA-Seq and Genome-Wide Association Studies Reveal Potential Genes for Rice Seed Shattering

**DOI:** 10.3390/ijms232314633

**Published:** 2022-11-23

**Authors:** Linxuan Wu, Jicheng Yue, Jiafeng Wang, Wenyu Lu, Ming Huang, Tao Guo, Hui Wang

**Keywords:** rice, seed shattering, GWAS, transcriptome analysis, haplotype analysis

## Abstract

The loss of the shattering ability is one of the key events in rice domestication. The strength of the seed shattering ability is closely related to the harvest yield and the adaptability of modern mechanical harvesting methods. In this study, using a population of 587 natural rice cultivars, quantitative trait loci associated with seed shattering were detected by genome-wide association studies (GWASs). We consider the quantitative trait loci (QTLs) *qBTS1* and *qBTS3* to be the key loci for seed shattering in rice. Additionally, the abscission zone (AZ) and nonabscission zone (NAZ) of materials with a loss of shattering (DZ129) and easy shattering (W517) were subjected to RNA-Seq, and high-quality differential expression profiles were obtained. The AZ-specific differentially expressed genes (DEGs) of W517 were significantly enriched in plant hormone signal transduction, while the AZ-specific DEGs of DZ129 were enriched in phenylpropanoid biosynthesis. We identified candidate genes for the lignin-associated laccase precursor protein (*LOC_Os01g63180*) and the glycoside hydrolase family (*LOC_Os03g14210*) in the QTLs *qBTS1* (chromosome 1) and *qBTS3* (chromosome 3), respectively. In summary, our findings lay the foundation for the further cloning of *qBTS1* and *qBTS3*, which would provide new insights into seed shattering in rice.

## 1. Introduction

Loss of shattering is one of the key events in the rice domestication process. The initial selection may be unintentional because rice with less shattering is easier to harvest. So far, the shattering allele has been replaced during the domestication process [1]. Rice shattering is one of the most important agronomic traits in rice cultivation and breeding. The abscission layer (AL) in the rice abscission zone (AZ) is made up of one to two layers of small, rounded parenchyma cells, while the stem cells and glume cells located nearby are made up of large sclerenchyma cells [2]. The adjacent cell layers have thicker, lignified cell walls, which can provide the mechanical force needed for abscission [2,3,4].

Seed shattering is a complex trait regulated by many genes [5]. The seed shattering gene *SH4* cloned from indica rice is the main gene of rice seed shattering, encoding a Myb3 domain transcription factor, which affects the formation and development of AL and promotes the hydrolysis of AL cells during seed shattering [1,6]. *SHA1*, which is homologous to the *SH4* gene, does not affect AL formation; however, studies have shown that the g237t mutation results in the substitution of K79N (a lysine residue mutated to an asparagine residue), causing in a loss of seed shattering [6]. The *qSH1* gene, located on chromosome 1, is another major gene involved in rice shattering and encodes a BELL homeobox protein. A single nucleotide polymorphism (SNP) at 12 kb (G to T) in the 5′ regulatory region in *qSH1* deprives the shattering characteristic. The mutation resulted in the decreased expression of *qSH1* in spikelet abscission cells, causing an inability to form the AL and loss of seed shattering [5,7]. *SHAT1*, *OsCPL1*, and *SSH1* also regulate grain shattering in rice [8,9,10,11,12,13]. *SH5*, homologous to the *qSH1* gene, inhibits lignin deposition and regulates seed shattering in rice. Studies have demonstrated that *OSH15* interacts with *SH5* to inhibit lignin synthesis and enhance seed shattering [9,14]. These studies indicated that seed shattering depends on the development of an AZ and the deposition of lignin.

In recent years, genome-wide association studies (GWASs) based on SNP markers have become a primary method for quantitative trait mining in model crops such as rice [15,16,17]. By simultaneously screening many accessions, GWAS mapping makes it possible to identify the genetic variation underlying complex phenotypes [17]. Numerous studies have identified candidate genes and quantitative trait loci (QTLs) for agronomic parameters such as crop development and stress tolerance [15,16,18,19,20,21]. With advances in sequencing technologies and its decreasing costs, mutual analysis with GWAS and multiomics has become a popular approach for identifying loci for agronomic traits in rice. For example, candidate gene screening and prediction methods combine GWAS mapping and RNA-seq data [22,23,24].

However, only a few studies have used GWAS mapping to identify potential genes for rice seed shattering. In this study, we aimed to detect QTLs related to rice seed shattering using a GWAS-based approach. On chromosome 1, *qBTS1*, a significant QTL that influences seed shattering, was discovered. *LOC Os01g63180* emerged as the most promising candidate gene in *qBTS1* when the results of RNA-seq and the GWAS were combined. A similar technique was used to locate *LOC Os03g14210* on chromosome 3 as a potential gene in QTL *qBTS3*. The findings of this study have significant implications for cloning rice shattering genes and understanding associated molecular pathways.

## 2. Results

### 2.1. Phenotypic Evaluations

The phenotypic characteristics of 587 accessions were quantified. At 30 days after heading (DAH), we estimated the degree of seed shattering by measuring the tensile strength at break (or breaking tensile strength, BTS) values (Figure 1, Table S1). The average BTS value was 30.84 gf (1.72~206.48 gf) in the 2020 late season, and the average BTS value was 56.22 gf (8.3~153.6 gf) in the 2021 early season. The phenotypic data showed that the BTS values recorded in the early and late seasons had errors ranging from 0 to 50 gf.

### 2.2. Correlation Map or Rice Shattering Traits

We conducted a GWAS of the BTS phenotypic values based on the produced high-density SNP marker data to discover novel loci associated with seed shattering. The Manhattan plots and quantile–quantile (QQ) plots are shown in Figure 2a (2021 early season) and Figure 2b (2020 late season). In this study, only associated loci that exceeded the *p* value threshold (-log10(*p* value) > 5) and had significant peak signal replicates in both datasets were considered. We detected 52 and 58 QTLs associated with seed shattering in 2021 early season and 2020 late season, respectively (Table S14). Significant peaks at chr01_36461792 and chr03_25163818 were located on chromosomes 1 and 3, respectively, which were consistent with the rice shattering genes *qSH1* and *OsYABBY2*, respectively [5,25]. The results demonstrate the accuracy of the GWAS results and have the potential to facilitate the exploration of other genes controlling seed-shattering traits. This study revealed two important SNPs, *qBTS1.1* (chr01 36637713) and *qBTS3.1* (chr03 7910523), located on chromosomes 1 and 3, respectively.

### 2.3. Identification and Histological Observation of Extreme Materials

Among the collected natural population materials, there were significant differences in the seed shattering of DZ129 and W517. Seed shattering was assessed using the BTS value. The BTS value of DZ129 first increased with DAH and then remained between 127 and 141 gf. In contrast, the BTS value of W517 first increased and then decreased, and the grain naturally shattered after 14 DAH (Figure 3c). Further SEM observations were made of the AZ on 0, 14, and 28 DAH. At 0 DAH, the AZ of W517 was relatively rough (Figure 3(b1,b2)), and, at 14 DAH, the AZ formed a completely smooth fracture surface (Figure 3(b3,b4)). At 28 DAH, the AZ of DZ129 was still rough (Figure 3(a1–a4)). The results showed that the formation and degradation of the abscission layer affected the degree of seed shattering. Materials that easily shattered formed a smooth fracture surface, while materials that lacked shattering did not form an abscission layer and had a rough fracture surface.

### 2.4. Differentially Expressed Genes between the AZ and NAZ of Extreme Materials

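Transcripts were measured in the pedicels of W517, which shatters easily, and of DZ129, which has lost shattering. The abscission zone (AZ) was taken as a piece of less than 2 mm, and the nonabscission zone (NAZ) as the rest of the pedicel. Sampling was at 10 DAH according to the paper, while the sample labels count day 10 from flowering. The 4 groups W517AZ, W517NAZ, DZ129AZ and DZ129NAZ each had 3 libraries, numbered as replicates 1 to 3. The paper's text does not say whether a replicate was a plant, a plot or a pool of pedicels. Stranded mRNA libraries were sequenced, and the reads were trimmed and mapped to the MSU-RGAP 7.0 rice genome with HISAT2. The values deposited by the authors are FPKM, fragments per kilobase of gene scaled to the library total, for 35851 genes in 12 libraries. Genes are listed by locus identifier, without coordinates.

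The FPKM were whole read numbers divided by gene length and by the total on genes, so the reads could be recovered with the read numbers printed for 1160 genes in Table S3. For 99.7% of those genes the recovered reads were exactly the printed ones. Between 17119083 and 20892377 reads per library lay on genes, with a median of 19186635 in W517AZ, 17802755 in W517NAZ, 19765638 in DZ129AZ and 20364179 in DZ129NAZ. The paper's own depth, in Table S2, is 42.61 to 49.99 M clean reads per library before counting on genes, and may be in another unit. The FPKM use the totals on genes. On a gene of 1500 bp, 1 read was worth 0.0337 FPKM in DZ129AZ replicate 1. Replicate libraries correlated with Pearson's r of 0.989 to 0.991 across genes on the log2 scale, and no pair differed by as little as counting noise alone.

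FPKM are not counts, so log2(FPKM + 0.1) was tested with limma in 1 model over all 12 libraries. The test covered the 23951 genes with at least 0.5 FPKM in at least 3 libraries. As in the paper, a gene was a differentially expressed gene (DEG) at an adjusted p below 0.05 and a fold change above 2, and the group named first was compared with the group named second. Fold changes on this scale understate the change of genes with low FPKM. The pseudocount, the filter, the scaling between libraries and a test on the recovered reads are the choices that could change the numbers.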

To explore candidate genes associated with seed shattering, RNA was extracted from the AZ and NAZ of DZ129 and W517 at 10 DAH for RNA-seq. In W517AZ vs. DZ129AZ, we identified 7817 differentially expressed genes (DEGs) (3370 upregulated, 4447 downregulated) (Figure 4a); 7521 DEGs were identified in W517NAZ vs. DZ129NAZ (2868 upregulated, 4653 downregulated) (Figure 4b); 8929 DEGs were identified in W517NAZ vs. W517AZ (3610 upregulated, 5319 downregulated) (Figure 4c); 7459 DEGs were identified in DZ129NAZ vs. DZ129AZ (2838 upregulated, 4621 downregulated) (Figure 4d). 

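With limma on log2(FPKM + 0.1), 6480 DEGs were found in W517AZ vs. DZ129AZ (2549 upregulated, 3931 downregulated) and 6635 in W517NAZ vs. DZ129NAZ (2399 upregulated, 4236 downregulated). Between the tissues, 8077 DEGs were found in W517NAZ vs. W517AZ (2980 upregulated, 5097 downregulated) and 6712 in DZ129NAZ vs. DZ129AZ (2356 upregulated, 4356 downregulated). In the same order, these were 27.1%, 27.7%, 33.7% and 28.0% of the genes tested. The median size of the log2 fold change among the DEGs was 2.06 and 2.02 between the cultivars, and 1.81 in W517 and 1.82 in DZ129 between the tissues. Of the alternatives tried, the pseudocount moved these DEG counts most: with 1 in place of 0.1, W517AZ vs. DZ129AZ had 4214 DEGs.

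In W517AZ vs. DZ129AZ the largest rise was that of the prolamin gene LOC_Os07g11920, at 114 ± 6.17 FPKM (SD, n = 3) in W517AZ and at 3 reads or fewer in each DZ129AZ library, at least 463-fold higher. It was among 14 tested prolamin and glutelin genes of Table S3, which encode storage proteins of the grain and were all higher in W517AZ. The next was ChrUn.fgenesh.gene.18, at least 214-fold higher. LOC_Os01g27490 and LOC_Os09g17560 fell most, the former from 278 ± 34.8 FPKM (SD, n = 3) in DZ129AZ to 0.163 ± 0.0650 (SD, n = 3) in W517AZ, and the latter at least 722-fold. In W517NAZ vs. DZ129NAZ, LOC_Os02g40130 and LOC_Os07g04310 were at least 529-fold and 501-fold higher, and LOC_Os07g40640 and LOC_Os12g12090 at least 492-fold and 643-fold lower. The last 4 had at most 2 reads in any NAZ library of the cultivar with the lower value. In AZ and NAZ alike, each gene named in this paragraph had at most 7 reads in any library of that cultivar. Sequence that is missing or differs from the reference could leave a gene with so few reads, and this was not tested.

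Changes between the tissues were smaller at the extremes. LOC_Os09g19380 and LOC_Os01g74160 were 70.2-fold and 58.5-fold higher in W517NAZ than in W517AZ, and LOC_Os11g10590 and LOC_Os06g42620 were at least 16.6-fold and 15.2-fold lower. In DZ129, LOC_Os02g17590 and LOC_Os04g27540 were 40.5-fold and 32.3-fold higher in NAZ than in AZ. LOC_Os04g09390 was 56.6-fold lower there, and LOC_Os03g47230 was at least 8.08-fold lower, with 16 to 29 reads per library in DZ129AZ and 0 in DZ129NAZ. The adjusted p of these 16 genes in limma ranged from 1.3e-14 for LOC_Os07g40640 to 1.1e-05 for LOC_Os03g47230. In each the 3 libraries of one group all lay above the 3 of the other, which their selection required.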

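Upregulated genes made up 39.3% of the DEGs in W517AZ vs. DZ129AZ and 36.2% in W517NAZ vs. DZ129NAZ. Between NAZ and AZ they made up 36.9% in W517 and 35.1% in DZ129. After median-ratio scaling of the FPKM these shares were 41.1%, 39.2%, 41.4% and 38.9%. With quantile normalization, which gives every library the same distribution of values, they were 51.8%, 52.2%, 50.8% and 49.5%, and the split was 3561 upregulated to 3312 downregulated in W517AZ vs. DZ129AZ. The median log2 fold change of all genes tested was −0.07 in each comparison between the cultivars, −0.13 in W517NAZ vs. W517AZ and −0.09 in DZ129NAZ vs. DZ129AZ. Between the cultivars, 4765 genes were DEGs in both tissues, of which 3026 were lower in W517 in both, 1697 were higher in both and 42 changed in opposite directions.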

A large number of DEGs were identified between the extreme materials, with more downregulated genes than upregulated genes; however, not all of these genes were associated with seed shattering. Therefore, we divided all of these genes into three groups: the AZ-specific DEGs of W517 (the intersecting genes for W517NAZ vs. W517AZ and W517AZ vs. DZ129AZ with DEGs overlapping with those for DZ129NAZ vs. AZ excluded), with a total of 1437 DEGs (Figure 4e, Table S3); the AZ-specific DEGs of DZ129 (the intersecting genes for DZ129NAZ vs. DZ129AZ and W517AZ vs. DZ129AZ with DEGs overlapping with those for W517NAZ vs. W517AZ excluded), with a total of 1142 DEGs (Figure 4e, Table S4); and the core differential genes (DEGs overlapping for W517NAZ vs. W517AZ, W517AZ vs. DZ129AZ, and DZ129NAZ vs. DZ129AZ), for a total of 1807 DEGs (Figure 4e, Table S5).

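By the same set definitions, the limma lists held 1149 AZ-specific DEGs of W517, 925 AZ-specific DEGs of DZ129 and 1792 core DEGs. Of the 1160 genes that could be read in Table S3, 912 passed the FPKM filter and 770 were in the W517-specific list, 66.4% of the genes read (95% Wilson interval 63.6% to 69.0%). This interval treats the genes as independent draws and leaves out the choices of the test. Of the 142 tested genes outside the list, 55 were also DEGs in DZ129NAZ vs. DZ129AZ, 66 were not DEGs in W517NAZ vs. W517AZ and 21 were not DEGs in W517AZ vs. DZ129AZ. Without the FPKM filter the overlap was 84.9%, and with pseudocount 1 it was 31.1%.

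Among the AZ-specific DEGs of W517, 663 were higher and 486 lower in W517AZ than in DZ129AZ, and 436 were higher and 713 lower in W517NAZ than in W517AZ. In DZ129, 466 of them had an adjusted p below 0.05 in limma but a fold change of 2 or less between NAZ and AZ. Between the NAZ of the cultivars, 651 (56.7%) were DEGs as well, 628 of them in the direction seen in the AZ. Among the AZ-specific DEGs of DZ129, 178 were higher and 747 lower in W517AZ than in DZ129AZ, and 688 (74.4%) were also DEGs between the NAZ of the cultivars.

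A gene past the threshold in one cultivar and not in the other need not differ between them, so the AZ to NAZ difference of W517 was tested against that of DZ129 as an interaction in the same limma model. This difference had an adjusted p below 0.05 for 927 (80.7%, 95% Wilson interval 78.3% to 82.9%) of the AZ-specific DEGs of W517, for 750 (81.1%) of those of DZ129 and for 745 (41.6%) of the core DEGs. The interval treats genes as independent draws, which genes of the same libraries are not. Across the alternatives the share for W517 ranged from 67.4% to 95.2%. Over all genes tested, the interaction had an adjusted p below 0.05 for 10395 (43.4%). No limit was set on its size. With a fold change beyond 2 required as well, 741 (64.5%) of the AZ-specific DEGs of W517 and 3259 of all genes tested remained. The AZ-specific genes were chosen as DEGs in one cultivar and not in the other, so their shares follow in part from that choice.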

### 2.5. GO and KEGG Enrichment Analysis of DEGs

To investigate DEG functions, gene ontology (GO) enrichment analysis of the AZ was performed on W517- and DZ129-specific DEGs. In total, 1437 and 1142 AZ-specific DEGs were assigned to 90 and 85 GO terms in W517 (Figure 5a) and DZ129 (Figure 5b), respectively. Within the cellular components category, the AZ-specific DEGs of W517 were enriched in cell, thylakoid, and cell wall; however, cell, plasma membrane, and extracellular region were the most abundant terms for the AZ-specific DEGs of DZ129. 

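The enrichment itself was not analysed here. The genes behind the terms of W517 can be followed through the GO terms in Table S3, for the 1160 genes that could be read. Of 30 genes with the term thylakoid, all 30 passed the FPKM filter. In W517AZ, 27 of them were lower than in DZ129AZ, and 26 were higher in W517NAZ than in W517AZ. Their median log2 fold change was −1.23 between the AZ of the cultivars, 1.37 in W517NAZ vs. W517AZ and 0.54 in DZ129NAZ vs. DZ129AZ, and all 30 differed between the cultivars in the limma interaction test. The 26 tested genes with the term cell wall, of 36, went mostly the other way. In W517AZ, 18 were higher than in DZ129AZ, 22 were lower in W517NAZ than in W517AZ, and their median log2 fold changes in the same order were 1.44, −1.67 and −0.29. For 23 of the 26 the interaction had an adjusted p below 0.05 in limma. Of the 100 tested genes with the term cell, 64 were higher in W517AZ than in DZ129AZ and 62 were lower in W517NAZ than in W517AZ. An interaction was found for 83 of them. The paper chose the genes of Table S3 as DEGs between the tissues in W517 and not in DZ129. The shares with an interaction follow in part from that choice, here and for the terms and pathways below. The number of genes in each direction was unchanged for the 3 terms under median-ratio scaling and under quantile normalization. This is a weak check, since the paper chose the genes for a fold change above 2 in both comparisons.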

Additionally, for the AZ-specific DEGs of W517, signal transduction was significantly enriched in the biological process category, while it was not enriched for the AZ-specific DEGs of DZ129. However, for catalytic activity in the molecular function category, the AZ-specific DEGs of DZ129 and W517 showed the opposite enrichment result.

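Table S3 gives the term signal transduction for 61 readable genes, of which 47 passed the FPKM filter. In W517AZ, 33 of the 47 were higher and 14 lower than in DZ129AZ, with a median log2 fold change of 1.39 and a range from −2.76 to 7.17. Compared with W517AZ, 20 were higher and 27 lower in W517NAZ. The change between the tissues differed between the cultivars for 41 of the 47 in the limma interaction test.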

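For catalytic activity, Table S3 lists 122 readable genes, of which 98 could be tested and 86 were in the W517-specific list from limma. They were divided almost evenly, with 54 higher and 44 lower in W517AZ than in DZ129AZ, and 46 higher and 52 lower in W517NAZ than in W517AZ. The interaction had an adjusted p below 0.05 in limma for 89 of the 98.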

To further identify complex biological behaviors in the transcriptome and explore the biological functions of DEGs, Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment analysis was performed on the DEGs. The most representative pathways for the discovery of AZ-specific DEGs in W517 were the biosynthesis of various secondary metabolites-part 3, starch and sucrose metabolism, nitrogen metabolism, DNA replication, and plant hormone signal transduction. 

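Table S3 also gives a pathway for part of its genes, and the counts that follow are of readable genes. Starch and sucrose metabolism is given for 10 readable genes, of which 8 were tested. Of these, 6 were higher in W517AZ than in DZ129AZ, 7 were lower in W517NAZ than in W517AZ, and all 8 differed between the cultivars in the limma interaction test. Nitrogen metabolism is given for 2 genes, one higher and one lower in W517AZ than in DZ129AZ. DNA replication is given for 2 genes, both higher in W517AZ than in DZ129AZ and both lower in W517NAZ than in W517AZ, with an interaction in 1 of them. The biosynthesis of various secondary metabolites-part 3 is given for 0 of the 1160 genes read, so no gene of that pathway was followed here. The number of genes in each direction was unchanged under median-ratio scaling and quantile normalization. This is again a weak check, since the genes were chosen for a fold change above 2 in both comparisons.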

The most representative pathways for the discovery of the AZ-specific DEGs of DZ129 were phenylpropanoid biosynthesis, sesquiterpenoid and triterpenoid biosynthesis, carotenoid biosynthesis, fatty acid elongation, and glutathione metabolism. Interestingly, the AZ-specific DEGs of W517 and DZ129 were significantly enriched in nonoverlapping pathways (top five), revealing that the degree of shattering difficulty in rice is regulated by different pathways. 

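Of the 10 readable genes that Table S3 places in plant hormone signal transduction, 8 passed the FPKM filter and 6 were in the W517-specific list. They did not move as one group: 3 were higher and 5 lower in W517AZ than in DZ129AZ, and 2 were higher and 6 lower in W517NAZ than in W517AZ. The auxin-responsive gene LOC_Os01g18360 (OsIAA4) fell most between the tissues of W517, from 4.87 ± 0.481 FPKM (SD, n = 3) in W517AZ to 0.477 ± 0.198 (SD, n = 3) in W517NAZ, with 6 to 12 reads per library in the latter. Its log2 fold change was −3.16 in W517 (standard error 0.19, adjusted p = 3.5e-09 from limma) and −0.31 in DZ129 (standard error 0.19, adjusted p = 0.17 from limma), and the difference between the cultivars had an adjusted p of 2.4e-06. LOC_Os06g33690 (CAPIP1) had the largest rise in W517AZ vs. DZ129AZ, from 0.408 ± 0.121 to 3.70 ± 0.719 FPKM (SD, n = 3), a log2 fold change of 2.91 (standard error 0.44, adjusted p = 4.8e-05 from limma) that rested on 6 to 10 reads per library in DZ129AZ. LOC_Os02g56120 (OsIAA9) was also higher in W517AZ, with a log2 fold change of 1.16 (standard error 0.23, adjusted p = 5.9e-04 from limma). The auxin response factor 7 gene LOC_Os02g35140 was higher by 1.05 (standard error 0.11, adjusted p = 2.2e-06 from limma), and its interaction had an adjusted p of 0.092.

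Besides LOC_Os01g18360, lower in W517AZ than in DZ129AZ were LOC_Os05g37170, a transcription factor, with a log2 fold change of −2.55, the type-A response regulator LOC_Os02g35180 (OsRR2) with −1.58, the ethylene-insensitive 3 gene LOC_Os03g20790 with −1.31 and LOC_Os06g50040 (OsSAUR29) with −1.25. The adjusted p of these 4 in limma was at most 1.3e-06. LOC_Os02g35180 and LOC_Os03g20790 were the 2 genes higher in W517NAZ than in W517AZ, by 0.86 and 1.00 on the log2 scale, each below a fold change of 2.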

KEGG analysis of the transcriptome data showed that the biosynthesis of various secondary metabolites-part 3, plant hormone signal transduction, and other pathways were related to the easy shattering of rice. Meanwhile, the significant enrichment of phenylpropane biosynthesis indicated that the deposition of lignin resulted in the loss of seed shattering.

Among the core DEGs, the degree of the regulation of seed shattering is crucial. The key to regulating the growth and development of the AZ is to control the degree of seed shattering. Further in-depth analysis of the core DEG set was carried out to examine DEGs with opposite regulation patterns in W517NAZ vs. AZ and DZ129NAZ vs. AZ or the same regulation patterns but with log_2_ FC (W517NAZ vs. AZ)/log_2_ FC (DZ129NAZ vs. AZ) values ≥ 1, which were considered to be the core DEGs associated with shattering. 

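Of the 1792 core DEGs from limma, 33 changed in opposite directions between NAZ and AZ in the 2 cultivars, and each of the 33 had an interaction with an adjusted p below 0.05. The other 1759 changed in the same direction, most of them downward, since 1304 of all core DEGs were lower in W517NAZ than in W517AZ. The ratio of the log2 fold change in W517 to that in DZ129 was at least 1 for 1062 (60.4%) of the 1759 genes, with a median ratio of 1.11. Among the 3231 genes that were DEGs between NAZ and AZ in both cultivars but not between the AZ of the cultivars, it was at least 1 for 57.3%.

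**Figure D1:**
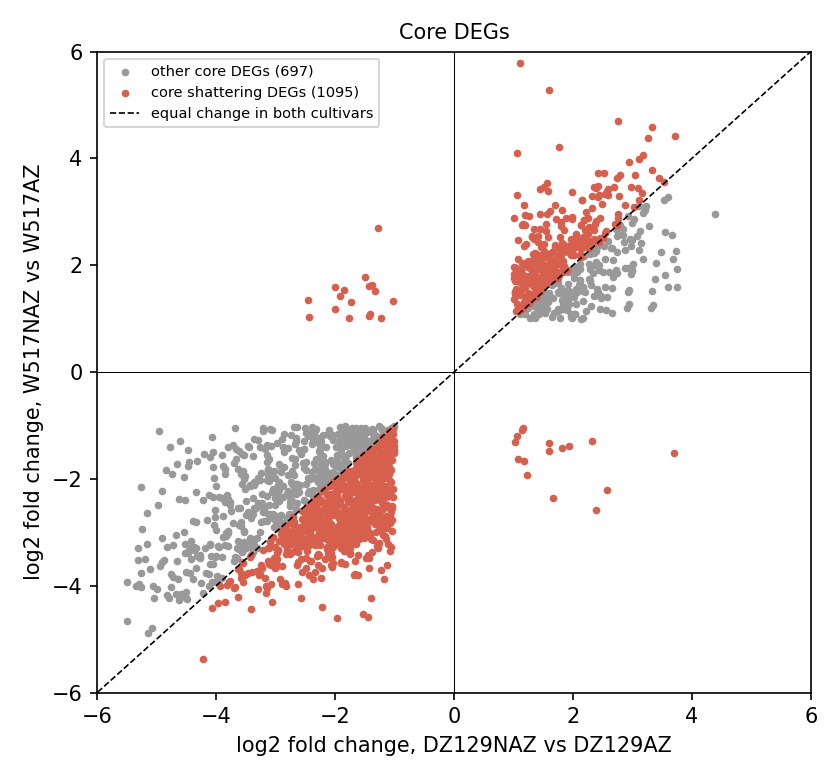
Each dot is a core DEG, placed by its log2 fold change in DZ129NAZ vs. DZ129AZ (horizontal axis) and in W517NAZ vs. W517AZ (vertical axis), both on the log2(FPKM + 0.1) scale. Red dots are the 1095 genes that meet the criteria of the paper, grey dots are the other 697, and the dashed line marks equal change in the 2 cultivars.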

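The criteria selected 1095 core DEGs as associated with shattering, of which 724 were higher and 371 lower in W517AZ than in DZ129AZ. In W517NAZ, 298 of them were higher and 797 lower than in W517AZ. The change between the tissues differed between the cultivars for 470 (42.9%) in the limma interaction test. In 157 of the genes that changed in the same direction the ratio was within 10% of 1. With a ratio of at least 2 in place of 1, 136 genes were selected, and with pseudocount 1 in the test, 430.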

According to the above criteria, 980 DEGs were screened (Table S6).

### 2.6. Candidate Gene Analysis of qBTS1

In our study, a major QTL, *qBTS1*, was repeatedly mapped. We chose to analyze the potential candidate genes in *qBTS1*, extending the region 100 kb upstream and 100 kb downstream (Figure 6a,b). Transposons and retrotransposons, however, were excluded. 

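Fig. 6c lists 17 genes of qBTS1. In the deposited FPKM, 16 of them passed the filter, and 11 had an adjusted p below 0.05 in limma for W517AZ vs. DZ129AZ. For 13 of the 16 the fold change was 2 or less, and 3 were DEGs. Between the tissues, 6 were DEGs in W517 and 5 in DZ129. All criteria for core DEGs were met by 3 of the genes, LOC_Os01g63180, LOC_Os01g63240 and LOC_Os01g63260. LOC_Os01g63240, which Fig. 6c annotates as a reticulon domain containing protein, had 7.49 ± 0.763 FPKM in W517AZ and 1.57 ± 0.0494 in DZ129AZ (SD, n = 3), a log2 fold change of 2.18 (standard error 0.17, adjusted p = 1.1e-07 from limma). It was lower in NAZ than in AZ in both cultivars, and since it fell less in W517 than in DZ129, it was not selected as a core shattering DEG. With pseudocount 0.5 or 1 it fell more in W517 and was selected.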

After analyzing the GWAS map and RNA-Seq results, we discovered 15 core differential genes, which were detected in both the GWAS and RNA-Seq. 

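LOC_Os01g63180 had 5.01 ± 0.467 FPKM in W517AZ and 1.34 ± 0.247 in DZ129AZ (SD, n = 3), from 233 to 271 and from 54 to 78 reads per library. The log2 fold change was 1.84 (standard error 0.12, adjusted p = 1.5e-08 from limma over all genes tested and 7.5e-08 over the 40 tested genes of Fig. 6c and Fig. 8c alone). The gene was far more abundant in the NAZ, with 84.7 ± 1.73 FPKM in W517NAZ and 12.8 ± 1.63 in DZ129NAZ (SD, n = 3), and the log2 fold change between these was 2.72 (standard error 0.12, adjusted p = 2.4e-10 from limma). Its level in W517AZ was 5.91% of that in W517NAZ, while the lowest such share among the 2316 genes with at least 50 FPKM in W517NAZ was 4.16%.

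LOC_Os01g63260 changed the other way, with 2.27 ± 0.574 FPKM in W517AZ against 6.73 ± 0.586 in DZ129AZ (SD, n = 3). Its log2 fold change was −1.55 (standard error 0.23, adjusted p = 4.2e-05 from limma). In the NAZ it had 0.465 ± 0.166 FPKM in W517, from 4 to 9 reads per library, and 2.82 ± 0.515 in DZ129 (SD, n = 3), a log2 fold change of −2.40 (standard error 0.23, adjusted p = 5.9e-07 from limma). For both genes the 3 libraries of one cultivar lay above the 3 of the other in AZ and in NAZ (exact two-sided permutation test, p = 0.1, the smallest that 3 against 3 libraries allow). Across the alternative settings and with each library left out in turn, the log2 fold change in the AZ stayed between 1.36 and 2.33 for LOC_Os01g63180 and between −1.74 and −1.25 for LOC_Os01g63260.

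**Figure D2:**
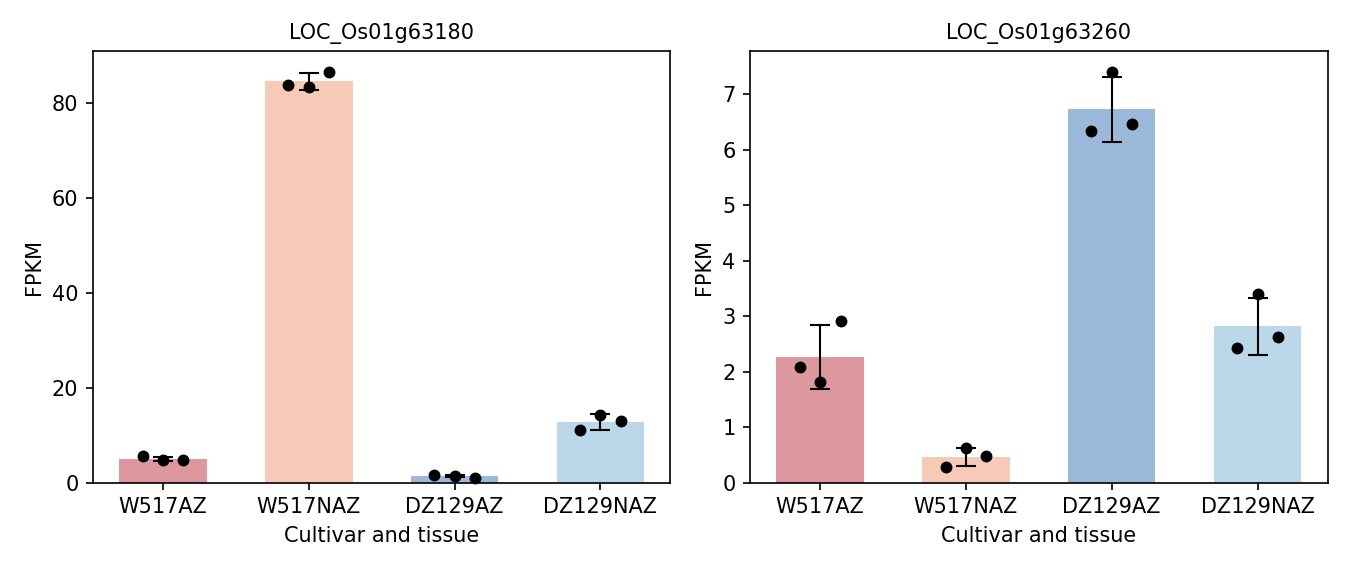
FPKM of LOC_Os01g63180 (left) and LOC_Os01g63260 (right) on the vertical axis for the 4 groups of cultivar and tissue. Bars are means, error bars are SD and dots are the 3 libraries of each group, and W517NAZ has the highest value for LOC_Os01g63180 and DZ129AZ for LOC_Os01g63260.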

Among these 15 genes, we found two genes, *LOC_Os01g63260* and *LOC_Os01g63180,* that had significantly different expression (Figure 6c,d, Table S6). *LOC_Os01g63180* is annotated as a laccase precursor protein that degrades lignin-derived products. 

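Fig. 6c annotates the neighbouring gene LOC_Os01g63190 as a laccase precursor as well. It had 2.38 ± 0.0990 FPKM in W517AZ and 3.63 ± 0.106 in DZ129AZ (SD, n = 3), a log2 fold change of −0.59 (standard error 0.25, adjusted p = 0.048 from limma), which did not reach a fold change of 2, and the adjusted p in limma ranged from 2.7e-04 to 0.22 across the alternatives. Unlike LOC_Os01g63180 it was lower in NAZ than in AZ, with a log2 fold change of −2.88 in W517 (standard error 0.25, adjusted p = 1.6e-07 from limma) and −3.46 in DZ129 (standard error 0.25, adjusted p = 2.9e-08 from limma). The sequences of these genes were not compared here, so reads shared between them were not measured.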

The *LOC_Os01g63260* gene is annotated as 3-oxo-5-alpha-steroid 4-dehydrogenase, and the C-terminal domain contains the protein involved in the reduction step in the biosynthesis of the plant steroid brassinolide. Therefore, further analysis by qRT–PCR revealed that the expression patterns of the candidate genes were similar to the transcriptome data (Figure S1). The loss of seed shattering in rice was previously reported to be related to lignin deposition [9,14], therefore the candidate gene *LOC_Os01g63180* was the focus of further analysis.

We carried out a gene-based haplotype-LOC_Os01g63180 (*LAC7*) analysis to confirm the association between the candidate gene *LAC7* and seed shattering by using resequencing data from 435 naturally occurring rice cultivars (Table S7). Within the coding region of *LAC7*, a total of seven SNPs were identified. Of the seven SNPs in the coding region, the five nucleotide substitutions, A713G, G1023A, C1029T, A1109T, and G1280A, caused amino acid conversions from Ile^213^ to Val^213^, Arg^316^ to Gln^316^, Thr^318^ to Met^318^, Asn^345^ to Tyr^345^, and Asp^402^ to Asn^402^, respectively, while the other two were synonymous substitutions (Figure 7a, Table S8). In addition, the haplotype analysis of the *LAC7* promoter region (2 kb) revealed co-inheritance with promoter and CDS haplotypes (Figure 7a,c, Table S9). The mutation of A713G in the CDS haplotype resulted in shattering changes (Figure 7a–c). We focused on nonsynonymous mutations based on polymorphisms, with 435 accessions being classified into five haplotypes (Figure 7d): 77 out of 86 (89.5%) japonica accessions carried Hap1, and few japonica rice accessions (9.3%) carried Hap 2; 13 out of 314 (4.1%) indica accessions carried Hap1, while 251 out of 314 (79.9%) carried Hap 2; 40 out of 314 (12.7%) carried Hap 3; and 10 out of 314 (3.2%) carried Hap 4. Most intermediate types carried Hap2, Hap3, and Hap5. Hap5 is associated with rare alleles and exists only in intermediate-type materials. In the analysis of the haplotype–phenotype associations, the material carrying Hap1 showed a loss of shattering phenotype; however, the material carrying other haplotypes showed shattering. In addition, there were extremely significant differences in the degree of shattering between Hap1-carrying materials and materials carrying other haplotypes (Figure 7b). All of these findings imply that *LAC7* is closely associated with rice seed shattering and may have contributed to the significant disparities between the indica and japonica subspecies’ seed-shattering phenotypes.

Additionally, we examined the distribution of the several haplotypes of the candidate gene *LAC7* in cultivated rice germplasms using a sizable sample of rice sequencing data from MBKbase (Figure 7e). The results showed that most of the japonica materials carried Hap1, specifically, 139 out of 153 (90.8%) japonica materials, 1520 out of 1562 (97.3%) temperate japonica materials, and 388 out of 427 (82.2%) japonica materials. Among the 1826 indica rice materials, 131 (7.2%) carried Hap1, and 1695 (92.8%) carried the remaining shattering haplotypes. The results showed that japonica cultivars, intermediate types, and Basmati/sadri had the highest frequency of Hap1, whereas indica cultivars and Aus/boro had the highest frequency of Hap2, Hap3, and Hap4. Overall, we concluded that *LAC7* was the most promising candidate gene for *qBTS1* by integrating GWAS mapping, transcriptomics, and haplotype analysis.

### 2.7. Candidate Gene Analysis of qBTS3

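Fig. 8c lists 25 genes of qBTS3, of which 24 passed the FPKM filter. For W517AZ vs. DZ129AZ, 16 had an adjusted p below 0.05 in limma, 19 had a fold change of 2 or less, and 5 were DEGs. LOC_Os03g14210, LOC_Os03g14560 and LOC_Os03g14615 were also DEGs between NAZ and AZ in both cultivars and so were core DEGs. LOC_Os03g14180 was an AZ-specific DEG of W517, with 1 to 12 reads per library in W517 and a log2 fold change of −1.02 in W517NAZ vs. W517AZ that ranged from −1.42 to −0.14 across the alternatives, and its interaction had an adjusted p of 0.42 in limma. LOC_Os03g14300 was not a DEG between the tissues. The log2 fold change of NAZ over AZ was −3.75 in W517 and −4.51 in DZ129 for LOC_Os03g14560, and −3.50 and −5.19 for LOC_Os03g14615, so that the ratio of both was below 1. For LOC_Os03g14210 it was −1.98 in W517 (standard error 0.33, adjusted p = 1.2e-04 from limma) and −1.33 in DZ129 (standard error 0.33, adjusted p = 0.0031 from limma), a ratio above 1. With pseudocount 0.5, under quantile normalization, with voom on the recovered reads or without DZ129NAZ replicate 2, no gene of Fig. 8c met all criteria for core shattering DEGs. None did with a required ratio of at least 2. With pseudocount 1, LOC_Os03g14615 met them and LOC_Os03g14210 did not. The difference between its changes in the 2 cultivars was not significant, at 0.65 on the log2 scale (standard error 0.47, adjusted p = 0.29 from limma).

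**Figure D3:**
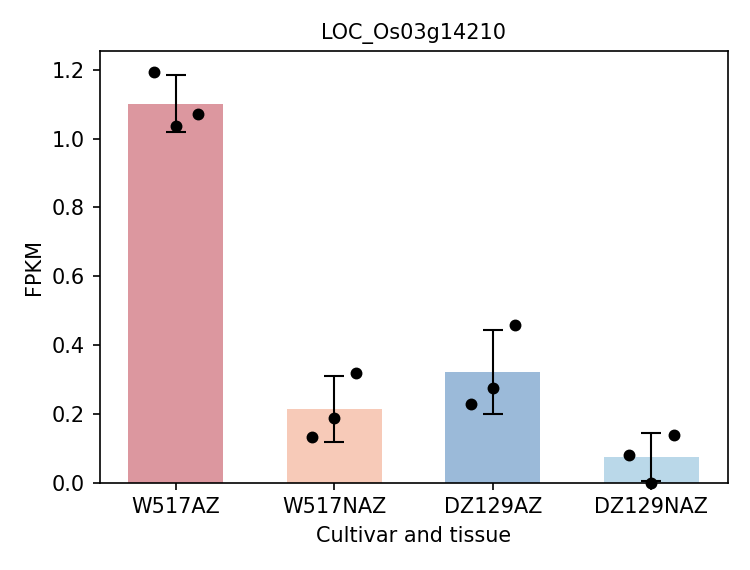
FPKM of LOC_Os03g14210 on the vertical axis for the 4 groups of cultivar and tissue. Bars are means, error bars are SD and dots are the 3 libraries of each group, and the W517AZ libraries lie above those of every other group.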

The same approach described above identified 25 candidate genes in QTL *qBTS3* among the 64 candidate genes, and only *LOC_Os03g14210* was differentially expressed among the core shattering DEGs (Figure 8, Table S6). *LOC_Os03g14210* was annotated as glycosyl hydrolase family 17. The degradation of the AZ was previously reported to be related to hydrolases, therefore *LOC_Os03g14210* genes were further investigated. Further analysis by qRT–PCR revealed that the expression patterns of *LOC_Os03g14210* were similar to the transcriptome data (Figure S1).

We carried out a gene-based haplotype-*LOC_Os03g14210* analysis to confirm the association between the candidate gene *LOC_Os03g14210* and seed shattering by using resequencing data from 480 naturally occurring rice cultivars (Table S10). Within the coding region of *LOC_Os03g14210*, a total of three SNPs were identified. Of the three SNPs in the coding region, the one-nucleotide substitution, A354G, caused amino acid conversion from Gln^118^ to Arg^118^, while the other two were synonymous substitutions (Figure 9a, Table S11). Mutual analysis between the promoter region (2kb) and CDS haplotypes showed that haplotypes a1, b2, and c3 co-inherited in japonica, respectively; haplotypes a1 and c3 co-inherited in indica and intermediate types (Figure 9a,c Table S12). Interestingly, haplotypes b2, d2, e2, and f2 were present, with haplotypes b2 and f2 significantly regulating the difference in the shattering of the intermediate types (Figure 9c). We focused on the nonsynonymous mutations based on polymorphisms, with 480 accessions classified into 3 haplotypes (Figure 9d) (65 out of 89 (73.0%) japonica accessions carrying Hap1, 11 out of 89 (12.3%) carrying Hap2, 13 out of 89 (14.6%) carrying Hap3, 6 out of 330 (1.8%) indica accessions carrying Hap1, 292 out of 330 (88.5%) carrying Hap 2, and 52 out of 330 (15.8%) carrying Hap3). Most intermediate types carried Hap2 and Hap3. The results revealed that the material carrying Hap1 showed a loss of the shattering phenotype; however, the material carrying other haplotypes showed shattering. In indica rice, there were extremely significant differences in the degree of shattering between the materials carrying Hap1 and other haplotypes, while, in japonica rice, there were significant differences in the degree of shattering between the materials carrying Hap1 and Hap2 (Figure 9b). All of these findings imply that *LOC_Os03g14210* is closely associated with rice seed shattering and may have contributed to the significant disparities between the indica and japonica subspecies’ seed-shattering phenotypes.

We performed haplotype analysis of the *LOC_Os03g14210* gene in the MBKbase database by using the same method described above (Figure 9e). The results showed that most of the japonica materials carried Hap1, namely, 90 out of 132 (68.2%) japonica materials, 1161 out of 1352 (85.9%) temperate japonica materials, and 345 out of 437 (82.2%) japonica materials. Among the 1887 indica rice materials, 69 (3.7%) carried Hap1, and 1669 (88.4%) carried Hap2. The intermediate types, Basmati/sadri and Aus/boro, had the highest frequency of Hap2. Overall, we concluded that *LOC_Os03g14210* was the most promising candidate gene for *qBTS3* by integrating GWAS mapping, transcriptomics, and haplotype analysis.

## 3. Discussion

To date, most seed shattering genes have been cloned by map-based cloning, MutMap, and bulked segregant analysis [1,5,11,12,26,27]. Some mutant samples were used to perform whole-genome resequencing for the positional cloning of genes [28,29]; however, thus far, there have been few or no reports of candidate genes for positional cloning using GWAS. The GWAS population is rich in natural SNPs, and candidate genes can be mined without constructing an F2 population, which saves a great deal of personpower and time. In recent years, the use of GWASs to identify candidate genes associated with agronomic traits and stress has been widely reported [21,30,31]. In this study, 587 natural rice cultivated resources were used for a GWAS combined with RNA-Seq to mine candidate genes, which greatly saved time and labor.

Regarding, the effect of plant hormone signal transduction and the phenylpropane biosynthesis on seed shattering, Jiang LY et al. discovered that the RNA-Seq analysis of the young panicles of wild-type and *ssh1* mutant plants revealed DEG, and that DEG was primarily enriched in multiple biological processes, including the regulation of metabolic processes, the regulation of gene expression, transcription regulator activity, plant hormone signal transduction, and pathways involved in phenylpropanoid biosynthesis [12]. It was further proved that plant hormone signal transduction and phenylpropane biosynthesis pathways play an important role in regulating seed shattering in rice. In this study, transcriptome analysis using W517-DZ129 showed that AZ-specific DEGs of W517 were significantly enriched in plant hormone signal transduction, while AZ-specific DEGs of DZ129 included phenylpropanoid biosynthesis (Figure 5c,d). This study is consistent with previous reports. Transcriptome analysis results of weedy rice and cultivated rice showed that DEG was enriched in major metabolic and phenylpropane biosynthesis pathways, which further emphasized the role of abscisic acid (ABA) in the seed shattering of weedy rice [32].

New QTLs and potential seed shattering genes have been discovered.

Previous research has demonstrated that lignin concentration is a significant factor in both fruit dehiscence in Arabidopsis and seed shattering in rice and oil palm fruit abscission [9,33,34,35]. Because it catalyzes the last stage of monolignol polymerization, laccase is a crucial enzyme in the production of plant lignin [36,37]. Previous research showed that SNB modulates rice seed shattering by positively regulating the expression of *SH5* and *qSH1*, inhibiting lignin deposition in the AZ [9,12]. The interaction between *OSH15* and *SH5* may inhibit lignin deposition and affect seed shattering [14]. Floral organ shedding in Arabidopsis has been reportedly associated with a lignin molecular brace to support the cell wall [33]. Additionally, during the shedding of oil palm fruit, several candidate genes for the cell wall were discovered [35]. These genes shared similarities with those found to play functional roles during the shedding of Arabidopsis floral organs, anthers, siliques, or rice seeds, such as sequences with *ADPG1*, *PGAZ2*, *EGLAC7*, *EgMAN7*, *EgHSL1*, *CBSX1*, and *EgBEL1* [35]. Therefore, AZ development and lignin deposition have important effects on seed shattering [9,14,33]. In our study, based on combination of a GWAS and RNA-Seq results, we concluded that *LAC7* is an important candidate gene, and that *LAC7* is involved in the lignin catabolism process pathway with functions of scavenging and degrading lignin derivatives. 

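In W517AZ, LAC7 was 3.57-fold higher than in DZ129AZ on the log2(FPKM + 0.1) scale, and in W517NAZ it was 6.61-fold higher than in DZ129NAZ. Within each cultivar the gene was higher in the NAZ than in the AZ. The log2 fold change of NAZ over AZ was 4.06 in W517 (standard error 0.12, adjusted p = 3.2e-12 from limma) and 3.17 in DZ129 (standard error 0.12, adjusted p = 5.3e-11 from limma). The 3 NAZ libraries lay above the 3 AZ libraries in each cultivar (exact two-sided permutation test, p = 0.1). The increase from AZ to NAZ was larger in W517, by 0.89 on the log2 scale (standard error 0.17, adjusted p = 0.0011 from limma), and under quantile normalization this difference had an adjusted p of 0.12. If the lowest share of a NAZ transcript found in the AZ, 4.16% in W517 and 3.10% in DZ129, is taken away from the AZ values as carried over, the log2 difference between the AZ of the cultivars is 0.60. The paper selected the gene in the QTL region as a core shattering DEG with the annotation of a laccase precursor, tied it to earlier reports on lignin deposition and the loss of shattering, and from the GWAS, the transcriptome and the haplotypes together concludes that it is the most promising candidate gene of qBTS1.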

Transcriptomic analysis showed that *LAC7* was significantly upregulated during high seed shattering (Figure 6c), degrading and removing lignin, and leading to a lignin reduction and the regulation of rice seed shattering. Previous studies have shown that hydrolase activity related genes are differentially expressed in Elymus sibiricus with high seed shattering and low seed shattering [38]. YQ Zhao et al. found that RAN-Seq of the AZ and NAZ of *Elymus nutans* and *E. sibiricus* identified three genes involved in polygalacturonase activity, five genes involved in hydrolase activity, and three genes involved in shattering [39]. In addition, hydrolases such as polygalacturonase and β-endoglucanase are activated in AZ cells, leading to the degradation of the intercellular layer and cell wall of isolated cells, and thereby facilitating shattering [40]. Additionally, little is known about the regulatory network mechanism through which the AL in rice cell wall degradation controls seed shattering. Another candidate gene identified in this study was *LOC_Os03g14210*, which is the glycoside hydrolase family 17, with hydrolase activity. This gene was significantly upregulated in high seed shattering and affected seed shattering in rice by degrading the AL of the AZ. 

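The transcript of LOC_Os03g14210 was at a low level in all 4 groups. It had 1.10 ± 0.0829 FPKM in W517AZ and 0.321 ± 0.122 in DZ129AZ (SD, n = 3), from 35 to 40 and from 8 to 16 reads per library. The log2 fold change was 1.55 (standard error 0.33, adjusted p = 0.0010 from limma over all genes tested and over the genes of Fig. 6c and Fig. 8c alone), and the 3 W517AZ libraries lay above the 3 DZ129AZ libraries (exact two-sided permutation test, p = 0.1). At this level the size of the change depended on the pseudocount, with a log2 fold change of 0.67 at pseudocount 1 and 2.34 at most across the settings tried, and adjusted p from 1.5e-05 to 0.0058 in limma. In the NAZ the gene had 4 to 10 reads per library in W517 and 0 to 5 in DZ129. The log2 fold change there was 0.90 (standard error 0.33, adjusted p = 0.028 from limma), and the libraries of the 2 cultivars overlapped (exact two-sided permutation test, p = 0.2).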

Although it has been reported that hydrolase is related to the development and degradation of the AZ, the regulation effect of hydrolase on rice seed shattering needs further study. The identification of candidate genes in a rich population of natural variation makes up for the shortcomings of traditional mapping, and new valuable and important loci can be found from different perspectives. This provides a molecular basis for the further study of the molecular mechanism of seed shattering. In summary, we identified two candidate genes for the major QTLs *qBTS1* and *qBTS3*, encoding laccase precursor proteins with lignin scavenging and degradation functions and hydrolase family proteins with hydrolase activity, respectively. The identification and cloning of new candidate genes for rice seed shattering will provide new insights for the study of rice seed shattering.

## 4. Materials and Methods

### 4.1. Plant Materials

There were 587 different rice accessions in the mapping population. Most of them were from China, though there were also some from Japan, the Philippines, and other nations (Table S1). All plants were grown in the experimental field of South China Agricultural University (in Guangzhou, China) in the late season in 2020 and the early season in 2021. W517 has phenotypes such as seed shattering, awns, brown grains, and brown glumes and is a germplasm resource collected by the research group. Duzi 129 (DZ129) is a germplasm resource from Jilin City, Jilin Province, which has phenotypes such as awns, brown grains, and brown glumes but loss of seed shattering. The plants were planted and grown in the early season of 2021, as described above.

### 4.2. Genome-Wide Association Study

Library preparation was performed using the NEB Next^®^ Ultra DNA Library Prep Kit (NEB, Ipswich, MA, USA), followed by whole-genome sequencing at a 10× sequencing depth using an Illumina NovaSeq PE150 sequencer. After filtering out low-quality sequences, alignments were performed using the reference genome (MSU-RGAP 7.0) (http://rice.plantbiology.msu.edu/, accessed on 5 January 2021), and SNP detection was performed using the GATK software toolkit [41] and VCFtools software [42]. A total of 3,576,716 SNPs with a minimum allele frequency (MAF) greater than 5% and a deletion rate less than 20% were selected from these SNPs and then paired with 3K Rice Core SNPs [43], resulting in a total of 126,841 SNPs. The GWAS was conducted using a linear mixed model in Efficient Mixed-Model Association eXpedited (EMMAX) [44]. Only associations that exceeded the *p* value thresholds (<1 × 10^−5^) with clear peak-like signals within 200 kb of the leading SNP were considered association loci [45].

### 4.3. Phenotypic Evaluation

To assess the degree of shattering of different rice varieties at 30 days after heading (DAH), the breaking tensile strength (BTS) of the grain pedicel was evaluated using a digital force gauge [26]. For an individual plant, a total of 20 grains from two panicles were measured. The average value is used as an indicator to measure the seed shattering of the variety.

### 4.4. RNA Extraction, cDNA Library Construction, and RNA-seq

Total RNA isolation was performed using samples taken at 10 DAH from the AZ and nonabscission zone (NAZ) of W517 and DZ129. The AZ was less than 2 mm in length, and the NAZ included the rest of each pedicel [39]. RNA purity and quantity were evaluated using a NanoDrop 2000 spectrophotometer (Thermo Scientific, Waltham, MA, USA). RNA integrity was assessed using an Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA). Then, the libraries were constructed using the TruSeq Stranded mRNA LT Sample Prep Kit (Illumina, San Diego, CA, USA) according to the manufacturer’s instructions. These libraries were sequenced using the Illumina HiSeq™ 2500 sequencing platform. Raw data (raw reads) in fastq format were first processed using Trimmomatic [46], and the low-quality reads were removed to obtain clean reads. The clean reads were mapped to MSU-RGAP 7.0 using HISAT2 [47]. Each gene’s FPKM value [48] was determined using Cufflinks [49], and HTSeq count [50] was used to determine each gene’s read counts. The DESeq (2012) R package was used to perform the differential expression analysis [51]. The cutoff for significantly different expression was established at a Q value < 0.05 and fold change >2. Based on the hypergeometric distribution, GO enrichment analysis and KEGG [52] pathway enrichment analysis of differentially expressed genes (DEGs) were carried out using R. transcriptome sequencing, and analysis were conducted by OE Biotech Co., Ltd. (Shanghai, China).

### 4.5. Candidate Gene Analysis

Using publicly available gene annotation datasets from RAP-DB (https://rapdb.dna.affrc.go.jp/, accessed on 5 May 2021) and MSU7 (Rice Genome Browser: http://rice.plantbiology.msu.edu, accessed on 5 May 2021), we searched for potential genes in the loci identified for the relevant characteristics. All the genes with annotations within 200 kb of peak SNPs were considered potential genes.

### 4.6. Quantitative Reverse Transcription PCR (qRT–PCR) Analysis

A portion of the total RNA used for the RNA-Seq investigation was needed to make cDNA for qRT–PCR. The AceQ qPCR SYBR Green Master Mix (Vazyme, Nanjing, Jiangsu, China) and reactions were run on ABI Step One Plus Real-Time PCR equipment in accordance with the manufacturer’s instructions (Applied Biosystems, Foster City, CA, USA). The actin gene (*LOC_Os01g71770*) was used as an internal control. Ten candidate genes were randomly selected from the transcriptome data to verify the accuracy of the transcriptome data, and the primers are shown in Table S13.

### 4.7. Scanning Electron Microscopy

Spikelet samples at 0 and 14 DAH were taken for scanning electron microscopy (SEM) to compare the morphological variations between the AZs (the rachilla beneath the floret) of W517 and DZ129. Dissections of at least three inflorescences from W517 and DZ129 were made.

### 4.8. Haplotype Analysis

The haplotypes of candidate genes were determined using the research group’s 587 different rice germplasm resequencing databases and Molecular Breeding Knowledgebase (MBKbase) [53]. Only haplotypes with more than ten accessions were considered.

### 4.9. Data Analysis

GraphPad Prism 5 software (GraphPad Software Inc., San Diego, CA, USA) was used to analyze the experimental data, and Student’s *t* test was used to detect significant differences between samples at the 5% and 1% levels of probability.

## Figures and Tables

**Figure 1:**
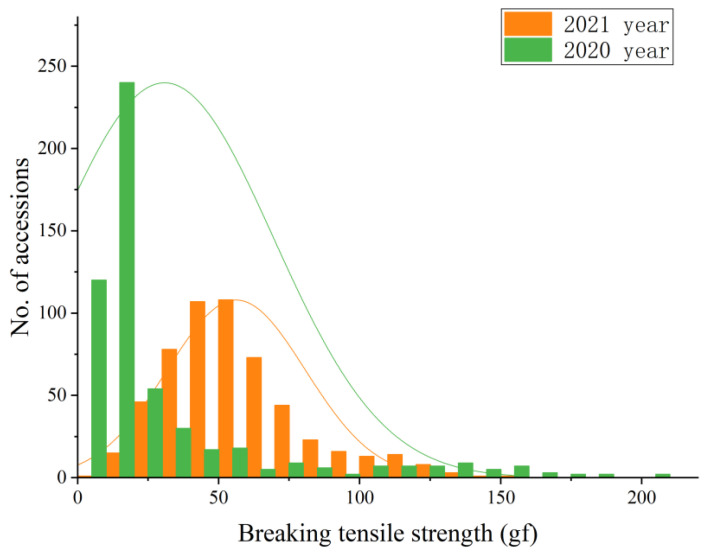
Phenotypic diversity of 587 rice varieties.

**Figure 2:**
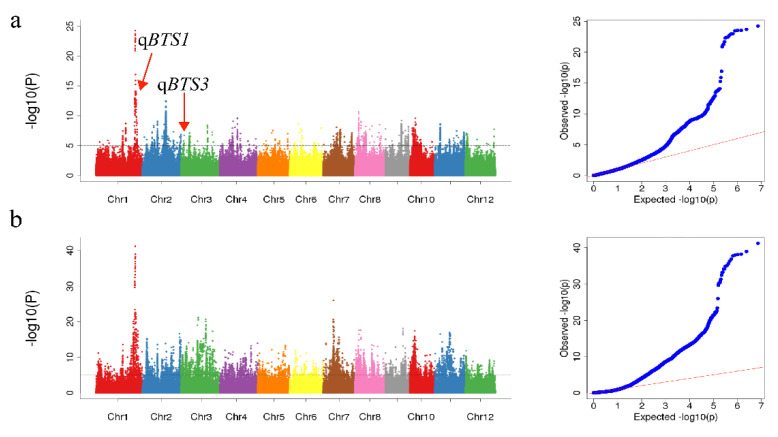
Manhattan and quantile–quantile (QQ) plots for rice seed shattering: (**a**) 2021 early season. (**b**) 2020 late season. The red lines represent the significant −log10(*p* value) (*p* = 1.0 × 10^−5^).

**Figure 3:**
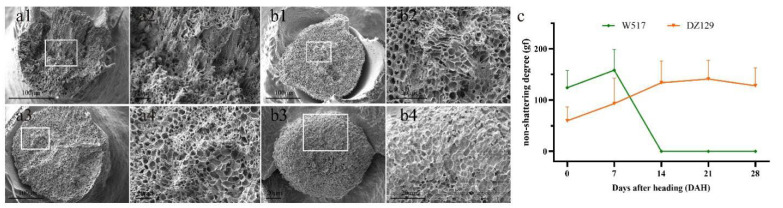
Scanning electron microscopy of tomographic sections of the rice AZ: (**a1**–**a4**) The tomographic SEM of DZ129’s AZ; the fault plane of (**a1**,**a2**) on 0 DAH, and the fault plane of (**a3**,**a4**) at 28 DAH. (**b1**–**b4**) The tomographic SEM of W517’s AZ; the fault plane of (**b1**,**b2**) on 0 DAH, and the fault plane of (**b3**,**b4**) on 14 DAH. Scale bars: a1, a3, and b1 are 100 μm; a2 and a4 are 10 μm; b2, b3, and b4 are 20 μm. (**c**) Comparison of DZ129 and W517 BTS values at 0, 7, 14, and 28 DAH. Values are means ± SDs (n = 40 grains).

**Figure 4:**
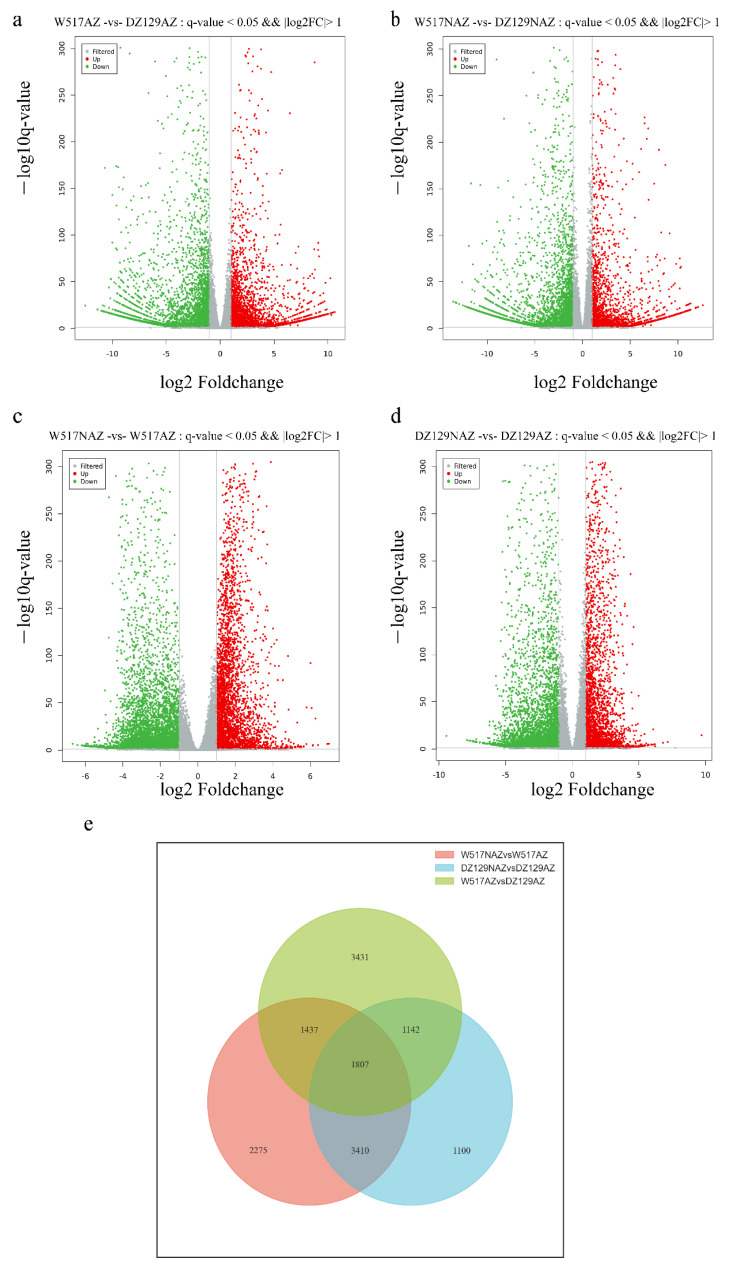
RNA-seq analysis between the AZ and NAZ of extreme materials: (**a**) Volcano plot displaying DEGs between the extreme materials at the AZ (W517AZ vs. DZ129AZ). (**b**) Volcano plot displaying DEGs between the extreme materials at the NAZ (W517NAZ vs. DZ129NAZ). (**c**) Volcano plot displaying DEGs between the AN and NAZ of W517 (W517NAZ vs. W517AZ). (**d**) Volcano plot displaying DEGs between the AZ and NAZ of DZ129 (DZ129NAZ vs. DZ129AZ). (**e**) Venn diagram analysis of the third set of DEGs.

**Figure 5:**
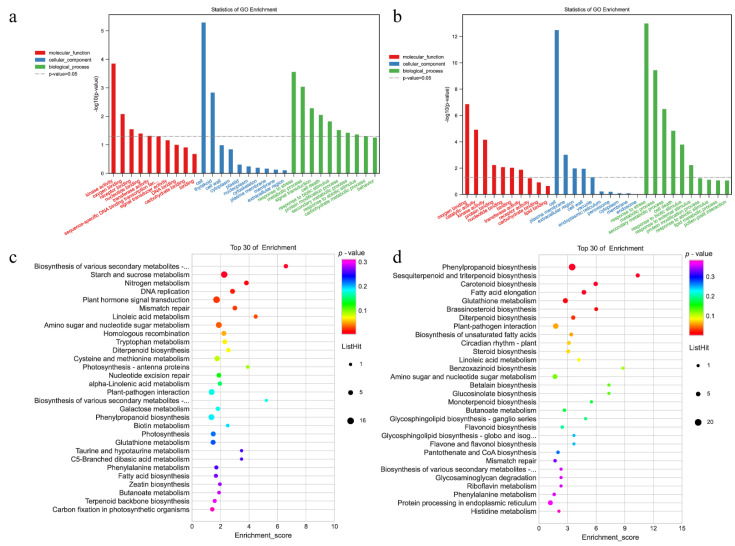
Gene ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment analysis: (**a**) GO analysis of the AZ-specific DEGs of W517. (**b**) GO analysis of the AZ-specific DEGs of DZ129. (**c**) KEGG analysis of the AZ-specific DEGs of W517. (**d**) KEGG analysis of the AZ-specific DEGs of DZ129.

**Figure 6:**
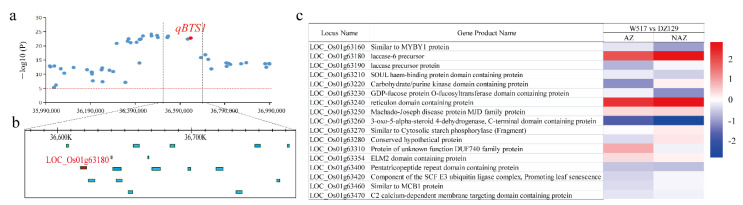
Identification of the candidate gene LOC_ Os01g63180: (**a**) Local Manhattan plot of BTS values surrounding the peak on chromosome 1. (**b**) Identification of candidate genes in the region of *qBTS1*. (**c**) The candidate genes of *qBTS1* and their expression patterns in the RNA-Seq results.

**Figure 7:**
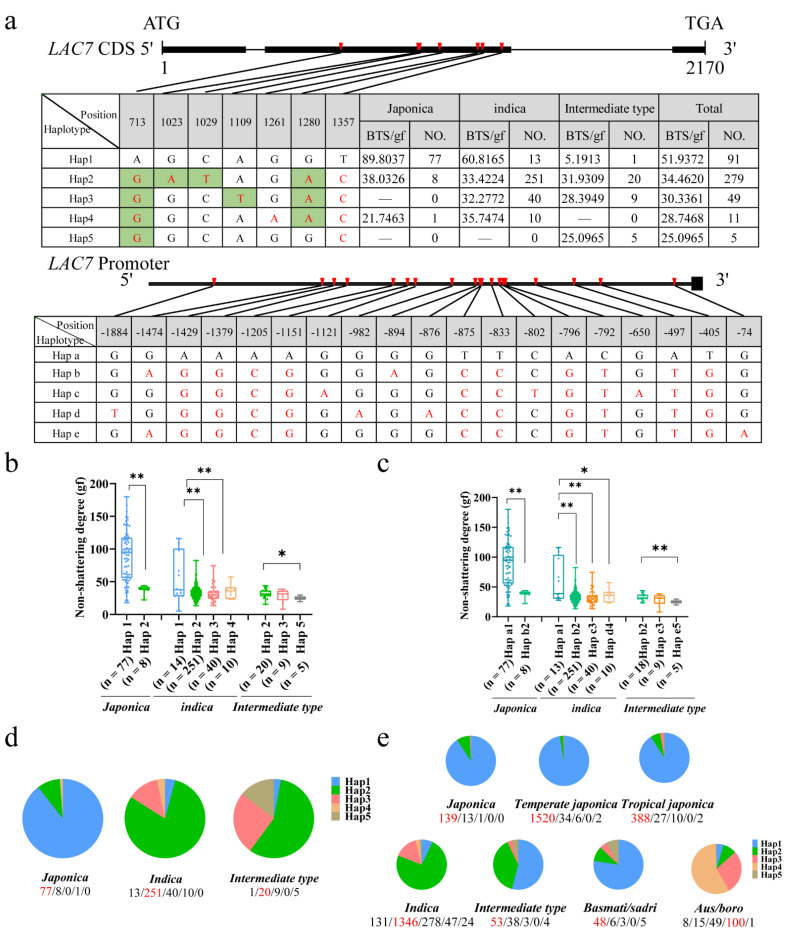
Candidate gene analysis of *qBTS1*: (**a**) Haplotype analysis of *LAC7* coding regions in 435 naturally occurring rice cultivars. Red letters symbolize different nucleotides, and green-marked letters symbolize nonsynonymous substitutions. (**b**) Haplotype analysis of the candidate gene *LAC7* in 435 natural rice cultivars (coding sequence (CDS) regions); ** indicates an extremely significant difference at the 1% level. * indicates a significant difference at the 5% level. (**c**) Haplotype analysis of the candidate gene *LAC7* in 431 natural rice cultivars (coding sequence (CDS) regions and promoter); ** indicates an extremely significant difference at the 1% level. * indicates a significant difference at the 5% level. (**d**) Distribution frequency of the five *LAC7* haplotypes in 435 naturally occurring rice cultivars. The numbers of cultivars with the haplotypes are given from left to right below the subpopulations. The haplotype with the largest number is highlighted in red. The same applies below. (**e**) Distribution frequency of the five *LAC7* haplotypes in a large sample of rice sequence data from MBKbase.

**Figure 8:**
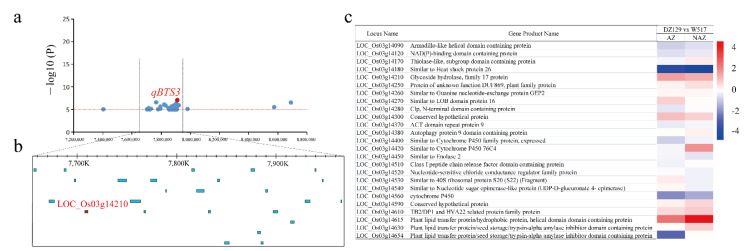
Identification of the candidate gene LOC_Os03g14210: (**a**) Local Manhattan plot of BTS values surrounding the peak on chromosome 3. (**b**) Identification of candidate genes in the region of *qBTS3*. (**c**) The candidate genes in *qBTS3* and their expression patterns in the RNA-Seq results.

**Figure 9:**
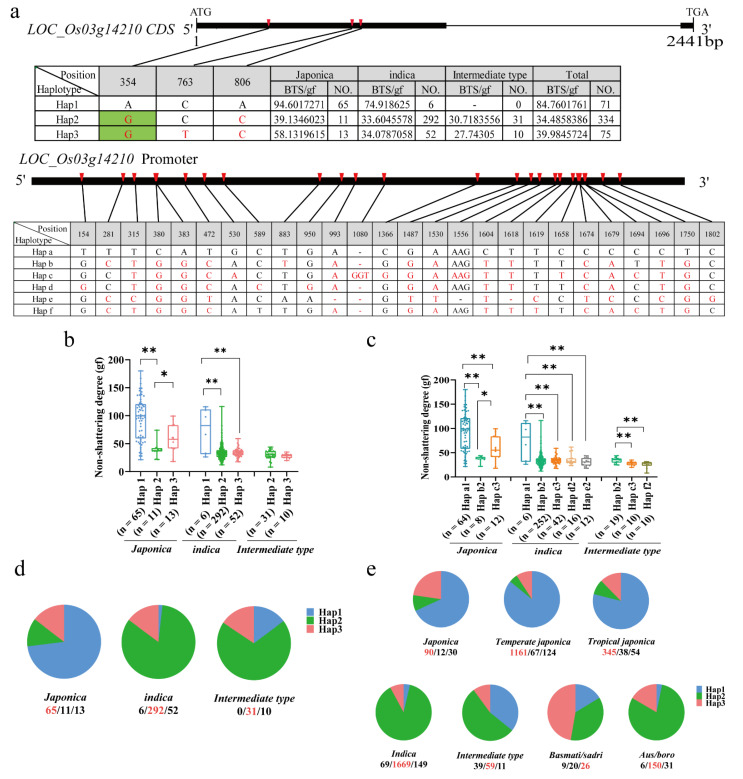
Candidate gene analysis of *qBTS3*: (**a**) Haplotype analysis of *LOC_Os03g14210* coding regions in 480 naturally occurring rice cultivars. Red letters symbolize different nucleotides, and green-marked letters symbolize nonsynonymous substitutions. (**b**) Haplotype analysis of the candidate gene *LOC_Os03g14210* in 480 natural rice cultivars (coding sequence (CDS) regions); ** indicates an extremely significant difference at the 1% level. * indicates a significant difference at the 5% level. (**c**) Haplotype analysis of the candidate gene *LOC_Os03g14210* in 451 natural rice cultivars (coding sequence (CDS) regions and promoter); ** indicates an extremely significant difference at the 1% level. * indicates a significant difference at the 5% level. (**d**) Distribution frequency of the five *LOC_Os03g14210* haplotypes in 480 naturally occurring rice cultivars. The numbers of the cultivars with the haplotypes are given from left to right below the subpopulations. The haplotype with the largest number is highlighted in red. The same applies below. (**e**) Distribution frequency of the five *LOC_Os03g14210* haplotypes in a large sample of rice sequence data from MBKbase.

## Data Availability

All the RNA-seq data generated in this research was deposited in the Sequence Read Archive database (www.ncbi.nlm.nih.gov/geo, accessed on 6 May 2022) at NCBI (National Center for Biotechnology Information) under accession number: GSE211952. Reviewer link: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE211952, accessed on 10 May 2022. The data sets supporting the results of this study are included in the manuscript and Supplementary Information Files. Rice seeds are available from the National Engineering Research Center of Plant Space Breeding, PR China.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms232314633/s1.

How the deposited data were processed for this re-analysis (not part of the article)

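RNA was measured in the abscission zone (AZ) and the nonabscission zone (NAZ) of the pedicel of the cultivars W517 and DZ129, with 3 libraries in each of the 4 groups. According to the methods of the paper, the reads were trimmed with Trimmomatic and mapped to MSU-RGAP 7.0 with HISAT2, FPKM were computed with Cufflinks and reads were counted with HTSeq. The values deposited by the authors are FPKM for 35851 genes, with 1 column per library. None of these genes was at 0 in all 12 libraries. The copy of Table S3 used here was cut after the first 1160 genes, which are the genes called readable, and the other 277 entries were left out. The readable genes need not be a random part of that table. The FPKM of all 1160 genes were identical to the deposited values. The deposited FPKM could be written as whole reads divided by gene length and by the total of the library for all genes. Reads per gene were recovered this way, with gene lengths between 150 and 20000 bp allowed. They were exact for 99.7% of the Table S3 genes and for 99.9% of those tested, and were used for depth, for lower bounds of fold changes and for one alternative test.

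The recovered reads on genes ranged from 17119083 to 20892377 per library, with a median of 19382442.5. The 10 genes with the most reads took 5.91% of the reads in DZ129AZ, 4.40% in DZ129NAZ, 8.47% in W517AZ and 4.76% in W517NAZ. Genes without a read numbered 7478 to 7608 in the DZ129AZ libraries, 8484 to 8616 in DZ129NAZ, 8081 to 8336 in W517AZ and 9753 to 9934 in W517NAZ.

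Differential expression was tested on log2(FPKM + 0.1) with limma 3.58.1 (limma-trend) in R 4.3.3, in 1 model of the 4 groups without a replicate block. The 12 libraries share 1 estimate of the spread. Genes with at least 0.5 FPKM in at least 3 libraries were tested, 23951 in all, and 11900 were not tested. P-values were adjusted by the Benjamini-Hochberg method, and a DEG had an adjusted p below 0.05 and a log2 fold change beyond 1 in size. AZ-specific, core and core shattering DEGs were formed from the 4 lists by the paper's definitions. The interaction is the AZ minus NAZ difference of W517 less that of DZ129, tested at the same adjusted p without a limit on its size. For the 3 candidate genes, an exact two-sided permutation test of 3 against 3 libraries was added, whose smallest p is 0.1, and the p-values of limma were also adjusted over the genes of Fig. 6c and Fig. 8c alone. A fold change against a group with at most 3 reads in every library is given as a lower bound, computed against 3 reads. Other steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

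The genes named are those the paper names by locus, the genes of Fig. 6c and Fig. 8c, the genes of Table S3 with the pathway plant hormone signal transduction or phenylpropanoid biosynthesis, and in each comparison the 2 highest and 2 lowest log2 fold changes among DEGs whose groups do not overlap. This rule, the tests and the alternatives were fixed before the data were examined, except where stated. The actin gene used as internal control in the qRT-PCR, the prolamin and glutelin genes of Table S3 and the loci that lie between those of Fig. 8c were added after their values were seen.

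The alternatives were pseudocounts of 0.5 and 1, no filter, a minimum of 1 FPKM, median-ratio scaling, quantile normalization, separate models of the 6 libraries compared, the replicate number as a block, a ratio of at least 2 for the core shattering DEGs, and leaving out each library in turn. In the models that left out a library the genes tested were held the same, a choice made after their first values were seen. Limma voom on the recovered reads, with library totals and with median-ratio library sizes, was chosen after seeing the data.

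The procedure was tested on simulated data in which 200 of the 23060 genes tested were changed in W517AZ. The spread between replicates (dispersion) was set to 0.01. With limma, 99.5% were recovered with the right sign in W517AZ vs. DZ129AZ and in W517NAZ vs. W517AZ, and 98.0% in the interaction. Among unchanged genes, 9, 7 and 11 were called. Of 201 genes placed in the W517-specific list, 199 had been changed. In the real data, 27.1% to 33.7% of the genes tested were DEGs in a comparison, far more than were changed in the simulation. The simulation therefore does not show how the pseudocount or the scaling between libraries affects the real results. Enrichment tests of hormone and of phenylpropanoid genes had been intended, but the tables used here pair no product name with the locus identifiers of all genes, so they were not run. The association mapping, haplotypes, microscopy, breaking strength and qRT-PCR of the paper were not analysed here.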

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

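All tests in this part were chosen only after the results were seen.

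The change between AZ and NAZ differed between W517 and DZ129 for 10395 genes in the limma interaction test at an adjusted p below 0.05, and for 43 of the 66 named genes tested. A positive interaction means that AZ minus NAZ is larger in W517. Real groups were compared with other splits of the 12 libraries that part the same-numbered libraries of the groups. In 1 of 4 splits, the real one, were as many genes found, and the other splits gave 0 genes at an adjusted p below 0.05 and 74 to 113 of 23951 at an unadjusted p below 0.05. The real split had 12146 genes at an unadjusted p below 0.05. The share of splits cannot fall below 1 in 4 here, and the other splits mix the real groups, so this comparison gives no test of its own.

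Among the candidate and figure genes the interaction on the log2 scale was −0.89 for LOC_Os01g63180, 0.85 for LOC_Os01g63260, −1.21 for LOC_Os01g63220, −1.69 for LOC_Os03g14615, −0.76 for LOC_Os03g14560 and −2.30 for LOC_Os03g14420. For the other genes of Fig. 6c it was 0.30 for LOC_Os01g63210, 0.97 for LOC_Os01g63230, −0.19 for LOC_Os01g63270, −0.57 for LOC_Os01g63280 and −0.30 for LOC_Os01g63420. For the other genes of Fig. 8c it was −0.51 for LOC_Os03g14170, −0.46 for LOC_Os03g14280, −0.27 for LOC_Os03g14370, −0.19 for LOC_Os03g14380, −0.66 for LOC_Os03g14400, 0.24 for LOC_Os03g14450, −0.33 for LOC_Os03g14510, 0.61 for LOC_Os03g14530, 0.43 for LOC_Os03g14540, −0.52 for LOC_Os03g14590 and −0.91 for LOC_Os03g14630. For the actin gene LOC_Os01g71770, the internal control of the qRT-PCR, it was −0.22. Actin had 45.3 FPKM in W517AZ, 51.7 in W517NAZ, 45.6 in DZ129AZ and 44.7 in DZ129NAZ. Among the hormone and phenylpropanoid genes it was 2.85 for LOC_Os01g18360, −0.37 for LOC_Os02g35180, 1.38 for LOC_Os02g56120, −0.76 for LOC_Os03g20790, 1.13 for LOC_Os05g37170, 1.98 for LOC_Os06g33690, 0.67 for LOC_Os06g50040 and 2.28 for the peroxidase gene LOC_Os05g14260. Among the genes with the largest changes it was −3.95 for LOC_Os01g27490, −1.07 for LOC_Os01g74160, 5.21 for LOC_Os02g17590, −2.71 for LOC_Os02g40130, −4.66 for LOC_Os03g47230, −2.11 for LOC_Os04g09390, 1.89 for LOC_Os04g27540, 2.60 for LOC_Os07g11920, 2.61 for LOC_Os07g40640, −4.04 for LOC_Os09g17560, −4.68 for LOC_Os09g19380 and 3.49 for LOC_Os12g12090. These last genes had been picked for extreme values in one of the comparisons.

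The pseudocount at low FPKM may create such differences, since 10 of the 43 genes have a group with at most 9 reads in all 3 libraries together. With pseudocount 1, 41 of the 43 kept an adjusted p below 0.05 in limma, and LOC_Os01g63260 and LOC_Os03g14615 did not. Scaling between libraries may do so as well, and with quantile normalization 34 kept it, without LOC_Os01g63180, LOC_Os01g63210, LOC_Os01g63260, LOC_Os01g71770, LOC_Os01g74160, LOC_Os03g14380, LOC_Os03g14510, LOC_Os03g14540 and LOC_Os06g50040. With median-ratio scaling 41 kept it, with a replicate block 41, with voom on the recovered reads 38, and in every one of the 12 fits that left out a library 35. Neither explanation accounts for most of the 43. For LOC_Os01g63260 the adjusted p of 0.0498 from limma lies at the threshold and ranged from 0.017 to 0.61 over the alternatives, so its difference cannot be told apart from an effect of these choices. The adjusted p from limma also rose above 0.05 under at least 1 alternative for LOC_Os01g63180 (up to 0.12), LOC_Os01g63210 (0.11), LOC_Os01g63280 (0.073), LOC_Os03g14170 (0.059), LOC_Os03g14380 (0.077), LOC_Os03g14510 (0.12), LOC_Os03g14540 (0.13), LOC_Os03g14615 (0.23, with a change of sign), LOC_Os03g14560 (0.19), LOC_Os01g71770 (0.16), LOC_Os01g27490 (0.074), LOC_Os01g74160 (0.51), LOC_Os06g50040 (0.43) and LOC_Os07g11920 (0.061). For the remaining 28 genes the adjusted p from limma stayed below 0.05 under every alternative. Some of them had almost no reads in one cultivar, so no change along its pedicel could be measured, and pseudocount 1 does not test this. Examples are LOC_Os02g17590, with 0 reads in every W517 library, and LOC_Os09g17560, with at most 1. For those with reads in both cultivars, the values argue against the pseudocount and the scaling as the source. A biological cause remains a hypothesis.

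For LOC_Os01g63180, NAZ tissue carried over into the AZ libraries could change the interaction. After the largest carry-over that the data allow was subtracted in both cultivars, the interaction was −2.11, but this subtraction could only widen it. Subtracted in DZ129AZ alone, it left an interaction of −0.43. The difference cannot be told apart in full from carry-over into DZ129AZ.

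Loci whose numbers lie between those of Fig. 8c but that the figure does not list were looked at as well. Of 9 that passed the filter, 5 were DEGs in W517AZ vs. DZ129AZ, with log2 fold changes of −3.09 for LOC_Os03g14205, −4.31 for LOC_Os03g14254, −2.17 for LOC_Os03g14258, 2.99 for LOC_Os03g14310 and −2.85 for LOC_Os03g14334. None of them was a core DEG. In Fig. 6c, 3 such loci passed the filter and 0 were DEGs, and all 3 had an adjusted p below 0.05 in limma. LOC_Os03g14310 had 56.4 ± 0.0744 FPKM in W517AZ and 7.03 ± 0.782 in DZ129AZ (SD, n = 3). The others had 7 to 39 reads over the 3 W517AZ libraries and 85 to 333 over the 3 DZ129AZ libraries. Few reads could produce such changes, but in voom on the recovered reads all 5 were DEGs, as they were with pseudocount 1 and with quantile normalization. Whether these loci are transposons, which the paper excluded, was not tested, and neither were differences in sequence from the reference, so no biological explanation can be singled out.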

How the results depend on the processing

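Among the alternatives tried, pseudocount 1 moved the DEG counts of the 4 comparisons most. With pseudocount 1 in place of 0.1, limma gave 4214 DEGs in W517AZ vs. DZ129AZ, 4056 in W517NAZ vs. DZ129NAZ and 4385 in DZ129NAZ vs. DZ129AZ. The AZ-specific DEGs were then 686 in W517 and 537 in DZ129 (1615 and 1291 without a filter), the core DEGs 695 and the core shattering DEGs 430. With pseudocount 0.5 there were 1012 core and 627 core shattering DEGs, and a required ratio of at least 2 left 136 core shattering DEGs. The number of interaction genes stayed within 1.5 times its value under the alternatives run for it, which leave out the separate models, where no interaction can be fitted. A replicate block changed little: at least 99.8% of the DEGs of each comparison were shared, and the correlation between libraries with the same number in different groups was −0.016 to 0.0029. In separate models of 6 libraries at least 98.2% were shared.

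Quantile normalization moved the split between higher and lower genes, from 2549 and 3931 to 3561 and 3312 in W517AZ vs. DZ129AZ, from 2399 and 4236 to 3416 and 3127 in W517NAZ vs. DZ129NAZ, from 2980 and 5097 to 3836 and 3713 in W517NAZ vs. W517AZ and from 2356 and 4356 to 3277 and 3347 in DZ129NAZ vs. DZ129AZ. It moved the median log2 fold change of all genes to 0.09, 0.12, 0.04 and 0.03 in these comparisons.

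The share of AZ-specific DEGs of W517 with an interaction, 80.7%, was 91.8% with pseudocount 0.5, 95.2% with pseudocount 1, 72.9% without a filter, 84.01% at a minimum of 1 FPKM, 74.6% with quantile normalization, 69.1% with voom and 67.4% with voom and median-ratio library sizes, both chosen after seeing the data, and 76.1% to 80.5% across the 12 fits that each left out one library. The overlap with Table S3, 66.4%, was 49.5%, 31.1%, 84.9%, 54.5% and 51.1% under the first 5 of these, 69.4% with median-ratio scaling, 69.8% with voom and median-ratio library sizes, and 63.4% to 66.3% when a library was left out. The cause was not tested.

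For LOC_Os01g63180 and LOC_Os01g63260 the 4 comparisons kept their direction and stayed DEGs under all alternatives. For LOC_Os03g14210, with few reads, they did not. Its log2 fold change in W517AZ vs. DZ129AZ was 0.97 with pseudocount 0.5 and 0.67 with pseudocount 1 (adjusted p from limma 1.5e-05 to 0.0058 over all alternatives). In W517NAZ vs. DZ129NAZ it was 0.31 with pseudocount 0.5, 0.18 with pseudocount 1, 1.62 with quantile normalization, 1.86 with voom and 1.93 with voom and median-ratio library sizes, and 0.55 to 1.18 when a library was left out (adjusted p from limma 0.0011 to 0.13). In W517NAZ vs. W517AZ it was −0.79 with pseudocount 1. In DZ129NAZ vs. DZ129AZ it was −0.52 with pseudocount 0.5, −0.30 with pseudocount 1 and −0.35 with quantile normalization, and −1.61 to −0.98 when a library was left out (adjusted p from limma 0.0013 to 0.41). Its interaction of 0.65 became −0.072 with voom and −0.093 with voom and median-ratio library sizes (adjusted p from limma 0.0061 to 0.95). The interaction of LOC_Os03g14615, −1.69, became 0.35 with pseudocount 1 (adjusted p from limma 1.6e-04 to 0.23). The cause was not tested.

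Of the other results, 13 of 180 counts and shares moved when a library was left out and 27 of 147 under the other alternatives. Over the 66 named genes tested, of 72, leaving out a library gave 3960 values, of which 71 were weaker, 43 stronger and 52 changed sign, none of these a DEG or significant interaction before. The other alternatives gave 3234 values, of which 74 were weaker, 41 stronger and 75 changed sign, 1 of these past the threshold before. The intended tests of hormone and phenylpropanoid sets, and their alternative backgrounds, were not run.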

Differences from the paper's values

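The paper gives 15 core differential genes in qBTS1, found by both the GWAS and the RNA-Seq. Among them it reports a significant difference in expression for LOC_Os01g63180 and LOC_Os01g63260 only. Here, 3 of the genes in Fig. 6c met the criteria for core DEGs in limma on the deposited FPKM. The paper does not state by which criterion its 15 genes were counted, so the counts of 15 and 3 cannot be compared like for like. Each of the alternatives set before the data were examined also gave 3.

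The paper singles out LOC_Os01g63180 and LOC_Os01g63260 in qBTS1 as differently expressed. Here these were the 2 genes of Fig. 6c among the core shattering DEGs. A required ratio of at least 2 left out both. Between NAZ and AZ, LOC_Os01g63180 changed by 4.06 in W517 and 3.17 in DZ129 on the log2 scale. LOC_Os01g63260 changed by −2.08 in W517 and −1.24 in DZ129. LOC_Os01g63240 was a DEG as well, with log2 fold changes of 2.18 in W517AZ vs. DZ129AZ and 2.41 in W517NAZ vs. DZ129NAZ, but not a core shattering DEG except with pseudocount 0.5 or 1. The heading of Fig. 8c names DZ129 before W517, and the figure shows LOC_Os03g14210 as upregulated. Here its log2 fold change was 1.55 in W517AZ vs. DZ129AZ, higher in W517. The paper places LOC_Os03g14210 among the core shattering DEGs of qBTS3, and here it was among them with the following exceptions. It was not selected with pseudocount 0.5 or 1, with quantile normalization or without DZ129NAZ replicate 2. Nor was it with voom on the recovered reads, which was chosen after seeing the values. A required ratio of at least 2 also left it out, at −1.98 in W517 and −1.33 in DZ129 between NAZ and AZ on the log2 scale. With pseudocount 1, LOC_Os03g14615 was the core shattering DEG of Fig. 8c instead, and without DZ129AZ replicate 3 LOC_Os03g14270 was one as well.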

Other observations

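The tests in this part were chosen only after the results were seen, except those of the other AZ-specific DEGs and of the starch genes against the grain genes.

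The DEG counts of the 4 comparisons, and the counts of AZ-specific, core and core shattering DEGs, were each reached in 1 of 4 splits, the real one, when the libraries were divided so that same-numbered libraries were parted. In separate models of 6 libraries the real counts were 6475, 6573, 7936 and 6614. The other splits gave at most 1 DEG, in W517NAZ vs. W517AZ, and 0 elsewhere, with 53 to 172, 77 to 101, 115 to 170 and 138 to 157 genes at an unadjusted p below 0.05, against 17249, 17341, 16929 and 17015 in the real split. The share of splits cannot fall below 1 in 4 here, and the other splits mix the real groups, which raises the spread, so the comparison gives no test of its own.

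More genes were lower than higher in W517 than in DZ129. Sequence of W517 that is missing or differs from the reference could lower its genes. At 3 reads or fewer in all 6 libraries of one cultivar were 1147 DEGs for W517 and 490 for DZ129 in the AZ comparison, and 1121 and 446 in the NAZ comparison. After these were set aside, 42.5% of the 4846 remaining DEGs were higher in W517AZ and 38.6% of the 5071 remaining in W517NAZ, leaving 2061 higher and 2785 lower in the AZ, and 1955 and 3116 in the NAZ. Setting such genes aside made the excess smaller and did not remove it. The change itself decides which genes are set aside, and differing sequence may also lower genes that keep more than 3 reads. How much of the excess comes from sequence therefore stays open. Between the tissues, scaling to the library total could lower genes in NAZ. With median-ratio scaling, 41.4% of the DEGs were higher in W517NAZ than in W517AZ and 38.9% in DZ129NAZ than in DZ129AZ, a smaller excess that this scaling does not account for in full. Quantile normalization, which sets the distributions equal, removed it in 3 comparisons and left 49.5% higher in DZ129NAZ vs. DZ129AZ, so whether the excess is biological cannot be told.

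LAC7 was higher in NAZ than in AZ in both cultivars, and NAZ tissue or RNA carried over may contribute to its AZ values. Its level in the AZ was 5.91% of the NAZ level in W517 and 10.5% in DZ129. The lowest such shares among genes with at least 50 FPKM in NAZ, 4.16% over 2316 genes and 3.10% over 2339, bound the carry-over from above. Subtracting it leaves 1.49 FPKM in W517AZ and 0.944 in DZ129AZ, and a log2 difference of 0.60 in place of 1.83. The higher level of LAC7 in W517AZ therefore cannot be told apart from carry-over in part. Reads shared between laccase genes could also affect LAC7. LOC_Os01g63190 had a log2 fold change of −2.88 in W517NAZ vs. W517AZ, opposite to LAC7, but shared reads were not measured and no other laccase gene was looked at, so sharing was not tested. LOC_Os03g14210 might be higher in W517AZ through few reads alone, but in limma voom on the recovered reads its adjusted p was 1.8e-04, against 1.5e-05 to 0.0058 over all alternatives.

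The rule for core shattering DEGs might pick genes whose change between the tissues differs between the cultivars. Of the core DEGs with a change in the same direction, 41.1% with a ratio of at least 1 had an interaction, and 39.5% of the 697 with a ratio below 1, so the rule hardly separates them. Of the AZ-specific DEGs of W517, 80.7% had an interaction, but as these genes were chosen for being DEGs in one cultivar and not in the other, this share cannot tell how far the list reflects a difference between the cultivars.

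The readable part of Table S3 holds 15 prolamin and glutelin genes, storage proteins of the grain, of which 14 were tested. All 14 were higher in W517AZ than in DZ129AZ and lower in W517NAZ than in W517AZ, and 13 were in the W517-specific list. Together they had 5319 to 5692 reads per library in W517AZ, 462 to 512 in W517NAZ, 25 to 50 in DZ129AZ and 16 to 21 in DZ129NAZ. Storage protein genes outside the readable part of Table S3 were not looked for. These reads therefore need not be all that came from the grain. The highest FPKM in W517AZ, 10938 to 11515, was that of LOC_Os07g10580 in replicates 1 and 3 and of LOC_Os12g17010 in replicate 2. Neither was among the 14 genes, whose highest mean was 114, and what they encode was not looked up. Grain tissue or RNA carried over into the W517 libraries may be the source, in which case the 14 genes would fall by the same factor from W517AZ to W517NAZ. The SD of their log2 fold change was 0.57, against 0.73 over 478 other genes of the list, and 1456 of 10000 random lists had an SD as small. Over the 10 genes with at least 10 FPKM, a minimum chosen after the first SD was seen, it was 0.25 against 0.69 over 82 others. The pattern cannot be told apart from carried-over grain. As for other genes, 10.6% (74 of 700) of the other AZ-specific DEGs that fall in W517NAZ lay within 0.5 of the median of these genes, −3.33, against 30.5% (398 of 1304) of the core DEGs that fall, and 0 of 7 starch and sucrose metabolism genes did. This window reaches only genes whose reads come from that source alone, and the core DEGs were chosen for changing in both cultivars, so a contribution to other genes of the list remains untested.

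Each library was compared with the mean of the other libraries of its group. W517AZ replicate 1 lay farthest from it, with an SD of 0.141 over 12802 genes against 0.0941 to 0.120 for the others. A bias with gene length in this library is a candidate explanation, since its deviation correlated with gene length at a Spearman's rho of −0.53, against −0.14 to 0.17 in the libraries of the other groups. For W517AZ replicates 2 and 3, whose deviation is taken in part against replicate 1, rho was 0.32 and 0.37. In W517NAZ replicate 1, the reads on genes came to 35.1% of the number of the paper's clean reads, against 40.8% to 42.9% in the other 11 libraries. Whether both numbers are in the same unit, reads or fragments, is not known here, so these percentages only compare the libraries. No biological explanation was tested for either.

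Libraries of the same group differed little beyond counting noise, with a median ratio of 1.84 (1.51 to 2.53 over 12 pairs). They might come from a shared pool of tissue or RNA, but the ratio alone cannot tell this from plants that differ little.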
